A study of Mus musculus with 8 samples. Its data were reported in "Hyperactive Natural Killer cells in Rag2 knockout mice inhibit the development of acute myeloid leukemia" (2023).

How the data were processed

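RNA of mouse leukemia cells that carry the MLL-AF9 fusion gene and a GFP reporter was sequenced in 8 libraries. The 4 new AML libraries came from newly generated leukemia cells, and the 4 aggressive AML libraries came from cells that are described as generated from the same leukemia by 5 serial transplantations into non-irradiated mice. Groups and replicate numbers were taken from the sample labels, which record no sequencing batch or date. A batch that follows the group and the group itself cannot be told apart. The study describes the newly generated cells as collected from sublethally irradiated recipients. Irradiation of the recipients may therefore follow the group as well, and it cannot be told apart from serial transplantation.

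The authors purified polyadenylated RNA from GFP-positive cells, sequenced both ends of the fragments and aligned the reads to the mouse genome build mm10 with HISAT2. They counted reads per gene with Rsubread and left out genes of low expression at a limit of 1 CPM, a unit in which the read count of a gene is scaled by the total of its library. The gene annotation and the strand setting of the counting were not stated, so genes that overlap on either strand were treated as uncertain. The deposited table is named for CPM, but its values are whole numbers with a different total in each library, and they were therefore used as raw read counts. The table holds 12823 rows and 0 rows without a gene name. It has 1 row that repeats a gene name, and 19 names had been changed to dates by spreadsheet software and were left as they were. Every row reaches 1 CPM in at least 3 libraries.

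The comparison had been planned, before the data were examined, with limma on log2(CPM + 1), after the methods of the study. Because the deposited values were counts, the quasi-likelihood test of edgeR (version 4.0.16, R 4.3.3) on those counts took its place, and the planned limma test (version 3.58.1) is given as an alternative. Genes with at least 1 CPM in at least 4 of the 8 libraries were tested, which left out 329 rows and kept 12494. Library sizes were scaled by the trimmed mean of M values (TMM), the model held the group alone, and p-values were two-sided with Benjamini-Hochberg adjustment and a threshold of 0.05. CPM values are means over the 4 libraries of a group with the TMM factors applied. Fold changes are aggressive AML over new AML on the log2 scale, and their standard errors were computed from the fold change and the F statistic. Where every library of a group lies at or under 3 counts, the fold is given as a bound against a level of 3 counts in that group.

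Gene lists were likewise written in advance from general knowledge, after the study's own list of changed genes had been read. The 8 comparison lists cover the interferon response, antigen presentation, the inflammatory response, glycolysis, hypoxia, mTORC1 and ATF4 targets, p53 targets and MLL-AF9 targets, and share 0 tested genes. They were tested with camera at a preset inter-gene correlation of 0.01, adjusted over the 8 lists. The study chose most of these themes on the same samples, so that the counts adjusted over the list alone are not independent evidence. A further 14 lists cover sex-linked genes, MHC class I, NK cell ligands and checkpoints, T cells, B cells, NK cells, erythroid cells, macrophages, megakaryocytes, neutrophils, proliferation, primary granule genes, ribosomal proteins and immediate early genes. Their camera p-values were adjusted over those 14. The score of a list in a library is the mean log2(CPM + 1) of its tested genes. Differences of scores between groups were tested by an exact two-sided permutation test over the 70 ways to choose 4 of the 8 libraries.

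The distance between libraries is the root mean square log2 difference over the 500 genes that differ most in each pair. The ratio of the mean distance between groups to that within groups was tested by an exact one-sided permutation test over the 35 splits of the 8 libraries into groups of 4. The genes named one by one were chosen by a rule set in advance. In each direction these are the 8 genes with the largest fold change among those with an adjusted p under 0.05, a mean of at least 10 CPM in the higher group and no overlap between the values of the groups. Some genes that the rule or a list selects are not reported here. Genes of the lists are named where that list is described, and any other named gene was chosen after its values were seen.

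Gene coordinates are those of the RefSeq annotation of GRCm38.p6, the same build as mm10. Of the gene names, 97.3% matched that annotation, 12029 directly and 453 through an older symbol. Transcript length and GC content came from the GENCODE transcripts of the same build and covered 95.1% of the tested genes.

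Total counts ranged from 7805544 to 9697777 per library, so that 1 count was worth 0.103 to 0.128 CPM and 3 counts 0.309 to 0.384 CPM. Bounds from 3 counts cover counting error only. The TMM factors lay between 0.986 and 1.01, and the 10 most abundant genes held 4.02% to 4.81% of the counts. The common biological coefficient of variation was 0.118. Replicates of a group differed beyond sampling noise in every pair, with a chi-square per degree of freedom from 4.04 to 10.9, and all 8 were counted as separate samples. This cannot show that they are independent leukemias, since the replicates of a group may carry the same one. The p-values then measure the spread between its samples. Changes that arose by chance in the passaged cells cannot be told apart from an effect of serial transplantation.

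The tests were tried on simulated counts of 12494 genes with the means and library sizes of the data. A log2 fold change of 1 in either direction was imposed on 200 genes with a mean of at least 10 CPM. The median absolute estimate for these genes was 0.98. The edgeR test called 99.0% of the changed genes, and 15 of its 213 calls were unchanged genes. limma called 98.5% of the changed genes. These rates do not apply to smaller changes or to genes of lower expression. A list of 50 changed genes had an adjusted camera p of 2.01e-256, and 0% of 200 unchanged lists, simulated without correlation between genes, had a p under the threshold.

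Other settings chosen in advance were other filters on low values, a pseudocount of 0.1 CPM, limma without the mean-variance trend or with array weights, median-centred and quantile-normalized values, the replicate number as a block, DESeq2 (version 1.42.0), a minimum fold change, the X and Y chromosomes left out, each library left out in turn, other set tests and other distances. The planned limma test on log2(CPM + 1), scaling by total counts without TMM, removal of the trend with transcript length and GC content, thinning of every library to the lowest total and the permutation test of list scores were added after the data were seen.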

Results

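MLL-AF9 is a fusion of the KMT2A gene, also called MLL, with MLLT3, also called AF9, and it causes acute myeloid leukemia when it is introduced into mouse bone marrow progenitors. RNA-seq counts were examined in 4 libraries of newly generated MLL-AF9 cells (new AML) and 4 libraries of aggressive cells that are described as obtained from the newly generated leukemia through 5 serial transplantations (aggressive AML). The comparison asked which genes differed between the groups. Such differences include any effect of the irradiation of the recipients that the study describes for new AML. Total counts averaged 8998987.5 ± 530561 (SD, n = 4) per new AML library and 8343653.2 ± 381282 (SD, n = 4) per aggressive AML library. The highest total was 1.24 times the lowest, and between 12785 and 12806 genes had at least 1 count in a library.

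The groups were separated along the first principal component, which held 54.2% of the variance, while the second held 12.7%. The mean distance between libraries of different groups was 1.76 on the log2 scale (16 pairs, 1.58 to 1.94), against 1.01 between libraries of the same group (12 pairs, 0.886 to 1.19). The ratio of these means was 1.74, with a one-sided exact permutation p = 0.0286, which is the smallest p that the 35 splits allow. The ratio moved most, to 2.36, when 1 minus Spearman's rho was used as the distance. The mean distance within a group was 0.986 for new AML and 1.04 for aggressive AML. Aggressive AML replicate 3 lay farthest from the other libraries of its group, at a mean distance of 1.17.

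**Figure D1:**
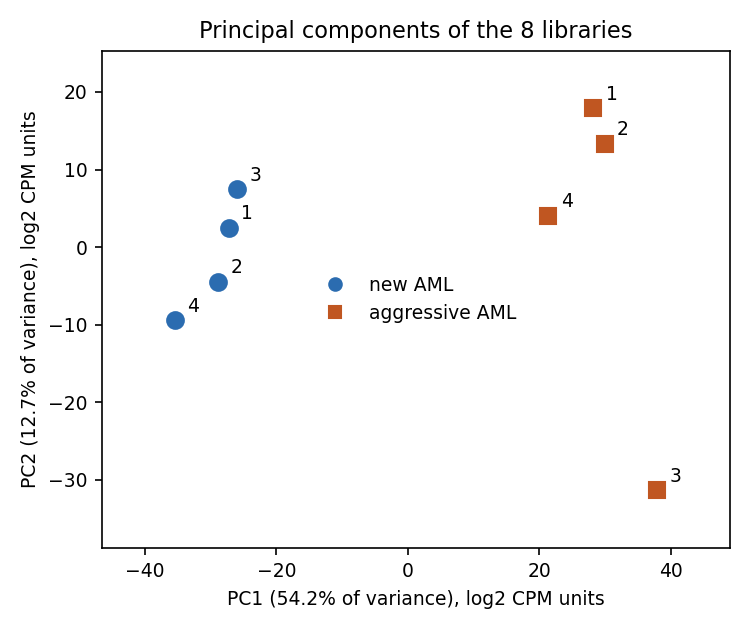
Principal components of the 8 libraries, in log2 CPM units, with the replicate number beside each point. PC1 (54.2% of the variance) parts the 4 new AML libraries (-25.955 or lower) from the 4 aggressive AML libraries (21.37 or higher), and replicate 3 of aggressive AML lies apart on PC2 (12.7% of the variance).

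Of 12494 tested genes, 2296 (18.4%) differed between new AML and aggressive AML at an adjusted p under 0.05 in the edgeR test. Expression was higher in aggressive AML for 1018 of them and lower for 1278. An unadjusted p under 0.05 was found for 4070 genes. The median absolute log2 fold change of the called genes was 0.57, and a fold change of at least 1 on that scale was reached by 258 genes that rose and 342 that fell. In 27 of the called genes, every library of a group lay at or under 3 counts, so that the size of the change is known only as a bound. The values of the groups did not overlap in 2725 tested genes (21.8%), where chance would give 2.86%. Among the other tests and scalings, limma with array weights moved the number of called genes most, to 3252, and without new AML replicate 2 it was 1466.

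Among the genes higher in aggressive AML, 666 had a mean of at least 10 CPM in that group and no overlap between groups. Those with the largest fold changes included Gm32639, 9330111N05Rik, Morc1, Etv4, Gm10451, Otogl and 1700080G11Rik. Gm32639 is a long noncoding RNA gene on chromosome 13 (81103709 to 81128868, GRCm38) and lies within the span of Adgrv1, with which it can share reads. It rose from 0.312 ± 0.422 CPM (SD, n = 4) to 22.9 ± 8.11 CPM (SD, n = 4), a log2 fold change of 6.16 (SE 0.48, adjusted p = 6.95e-07), but new AML had 0, 3, 8 and 0 counts, and without new AML replicate 3, where the others lie at or under 3 counts, the fitted value was 7.51. On the same chromosome, the long noncoding RNA gene 9330111N05Rik (80964074 to 81079857), whose span includes Gm4813 and Gm8399, rose from 0.650 ± 0.703 CPM to 19.4 ± 2.83 CPM, with a log2 fold change of 4.89 and of 5.80 without new AML replicate 3. Morc1 (chromosome 16, 48431237 to 48630905) rose from 0.926 ± 0.466 CPM to 26.5 ± 2.16 CPM, a log2 fold change of 4.83 (SE 0.25, adjusted p = 9.40e-09). Its span overlaps that of Gm41458. Etv4, which encodes an ETS family transcription factor (chromosome 11, 101769747 to 101785310), rose from 3.35 ± 0.643 CPM to 18.5 ± 3.06 CPM. The log2 fold changes of Gm10451 on chromosome 12, Otogl on chromosome 10 and 1700080G11Rik on chromosome 4 were 2.33, 2.32 and 2.28. In Otogl, new AML replicate 2 lay above the other libraries of its group.

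Among the genes lower in aggressive AML, 875 met the same criteria. The 4 with the largest changes were the Y-linked genes Ddx3y (1260715 to 1286628), Eif2s3y (1010562 to 1049134), Kdm5d (897566 to 943813) and Uty (1085187 to 1245773). They measured 92.9 ± 7.70, 83.3 ± 4.03, 61.1 ± 7.12 and 30.9 ± 4.19 CPM in new AML (SD, n = 4) and had 0 counts in each of the 4 aggressive AML libraries. Against a level of 3 counts, Ddx3y was at least 257-fold lower, Eif2s3y at least 231-fold lower, Kdm5d at least 169-fold lower and Uty at least 85.5-fold lower. The summed counts of the 4 genes were 2315 to 2574 per new AML library. From those levels, 2071 to 2358 counts were expected per aggressive AML library, so that 0 counts allow at most 0.145% of the new AML level.

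The next were Adrbk2, listed today as Grk3 (chromosome 5, 112910478 to 113015660), Cysltr1 (chromosome X, 106576509 to 106603679), Tgtp1 (chromosome 11, 48985329 to 48992246) and AI607873, listed today as Ifi207 (chromosome 1, 173723424 to 173741831). Adrbk2 fell from 15.005 ± 3.33 CPM to 0.254 ± 0.354 CPM, a log2 fold change of -5.88 (SE 0.44, adjusted p = 4.72e-07). Its aggressive AML counts were 1, 1, 6 and 0, and without replicate 3 of that group, where the others lie under 3 counts, the fitted value was -7.34. Cysltr1, which overlaps Gm24622 and Gm5127, fell from 14.4 ± 3.69 CPM to 1.09 ± 0.417 CPM. AI607873 fell from 10.3 ± 4.43 CPM to 0.879 ± 0.550 CPM. Tgtp1 had a log2 fold change of -3.56 (SE 0.81, adjusted p = 0.00676), but its mean of 10.5 ± 14.5 CPM in new AML rested on replicate 3 with 32.2 CPM, while the other 3 libraries lay between 2.14 and 4.12 CPM. Without new AML replicate 3 the log2 fold change was -1.87. Tgtp1 can share reads with its close copy Tgtp2, and its adjusted p rose to 0.0712 in limma without the mean-variance trend (0.000836 to 0.0712 over all alternatives).

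The X-linked partners of the Y genes did not move together. Ddx3x rose from 570.0 ± 38.8 to 758.9 ± 59.0 CPM (adjusted p = 0.00168), whereas Eif2s3x (91.1 to 98.9 CPM, adjusted p = 0.297), Kdm5c (203.1 to 177.9 CPM, adjusted p = 0.126) and Kdm6a (54.4 to 54.2 CPM, adjusted p = 0.969) were not called. Xist, the RNA that coats an inactive X chromosome, was low in both groups and fell from 3.13 ± 1.36 to 0.415 ± 0.217 CPM (adjusted p = 0.000473).

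**Figure D2:**
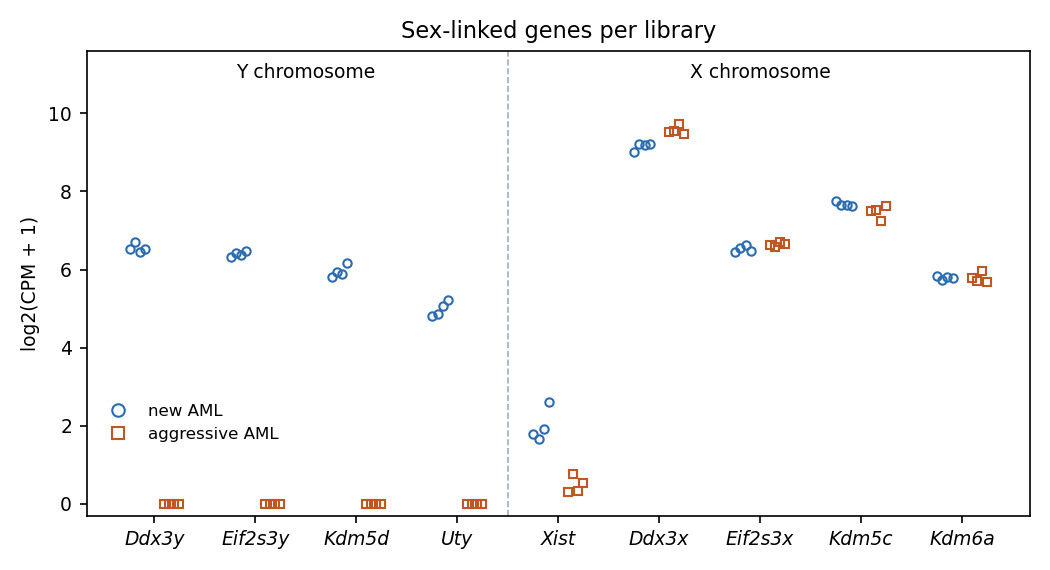
Log2(CPM + 1) of 4 Y-linked and 5 X-linked genes in each of the 8 libraries, with circles for new AML and squares for aggressive AML. The Y-linked genes lie at 0 in the 4 aggressive AML libraries, and Ddx3x is higher there (log2 fold change 0.41).

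Gene lists on immune recognition, metabolism and related themes were tested as sets. The interferon response list was lower in aggressive AML, with a median log2 fold change of -1.01 over 62 tested genes (quartiles -1.59 and -0.52, camera adjusted p = 1.81e-29). Of these genes 61 lay below 0, and 50 were called, each of them lower, or 53 when adjusted over the list alone. Slfn5 fell from 41.5 ± 13.2 to 6.17 ± 2.46 CPM, Ifitm3 from 52.2 ± 21.5 to 11.1 ± 1.33 CPM and Irf7 from 26.3 ± 10.8 to 7.28 ± 0.558 CPM. The mean score per library was 4.88 ± 0.42 in new AML and 3.91 ± 0.08 in aggressive AML (SD, n = 4), without overlap (two-sided exact permutation p = 0.0286, the smallest that 70 choices allow). The high value of 5.47 in new AML replicate 3 widened the spread of that group. Without this library the median was -0.74, and with array weights, the alternative that moved it most, it was -0.70.

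The antigen presentation list fell by a smaller amount, with a median log2 fold change of -0.28 over 26 genes (camera adjusted p = 0.000197), and 24 of them lay below 0. The 7 called genes, or 9 when adjusted over the list alone, were each lower. This median was -0.15 without new AML replicate 3 (adjusted p = 0.00449). Among the MHC class I genes, H2-D1 fell from 1818.1 ± 195.1 to 1330.4 ± 109.9 CPM (adjusted p = 0.00202), B2m from 1559.6 ± 224.8 to 1161.5 ± 118.3 CPM (adjusted p = 0.00822) and Tapbp from 236.6 ± 13.6 to 164.1 ± 10.8 CPM (adjusted p = 0.000192). Tap1 was called as well (log2 fold change -0.40, adjusted p = 0.0149), but its adjusted p was 0.0526 without aggressive AML replicate 2 and 0.0697 with the trend with length and GC content removed, and limma without the mean-variance trend lost the call as well (0.00131 to 0.0697 over all alternatives). H2-K1 was not called (log2 fold change -0.30, adjusted p = 0.0513), and its adjusted p ranged from 0.00259 to 0.125 over the alternatives. Without new AML replicate 3 the log2 fold change of H2-K1 was -0.17. The differences of Tap2 (-0.05) and Nlrc5 (-0.22) did not hold up against the replicate error, and new AML replicate 3 stood above its group in H2-K1, Tap1 and Nlrc5. The MHC class I list had a median of -0.40 over 7 genes (camera adjusted p = 0.00324), 4 of them called lower and 5 when adjusted over the list alone. Class I genes are close copies of each other, so that their counts are uncertain where reads are shared. Cd74, which acts in antigen presentation by MHC class II, fell from 11.8 ± 4.18 to 1.13 ± 0.885 CPM.

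The inflammatory response list went in both directions around a median of -0.32 over 48 genes (camera adjusted p = 0.00379), with 14 genes called lower and 6 higher, or 20 and 10 when adjusted over the list alone. Ccr2 fell from 313.1 ± 53.2 to 163.7 ± 42.3 CPM, Il10ra from 25.3 ± 7.23 to 5.83 ± 1.93 CPM and Csf3r from 115.5 ± 11.2 to 69.8 ± 6.26 CPM, while Nfkbia rose from 76.7 ± 13.8 to 110.2 ± 6.82 CPM. Scores did not overlap between groups for the antigen presentation list or the inflammatory response list (exact permutation p = 0.0286 for both).

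Glycolysis genes were higher in aggressive AML, with a median log2 fold change of 0.24 over 24 genes (camera adjusted p = 0.0014). In this list 10 genes were called higher and 2 lower, or 12 and 3 when adjusted over the list alone. Slc16a3, a lactate exporter, rose from 51.9 ± 12.4 to 118.1 ± 7.48 CPM, Slc2a1 from 30.7 ± 3.69 to 45.4 ± 4.202 CPM and Ldha from 612.8 ± 123.9 to 821.7 ± 46.6 CPM. The glycolysis scores overlapped between groups (exact permutation p = 0.0571). Hypoxia genes had a median of 0.26 over 33 genes (camera adjusted p = 0.000581), with 12 called higher and 3 lower, or 15 and 4 when adjusted over the list alone. Egln3 rose from 76.2 ± 2.99 to 127.1 ± 15.03 CPM and Pdk1 from 56.0 ± 0.721 to 81.7 ± 2.65 CPM, and the hypoxia scores did not overlap (exact permutation p = 0.0286). The list of mTORC1 and ATF4 targets had a median of 0.20 over 44 genes (camera adjusted p = 0.000743), with 10 called, each of them higher, or 11 higher and 1 lower when adjusted over the list alone. Asns rose from 26.03 ± 6.45 to 52.1 ± 23.6 CPM, and Atf4 rose from 237.1 ± 28.9 to 363.3 ± 85.8 CPM. The scores of this list overlapped between groups (exact permutation p = 0.143).

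**Figure D3:**
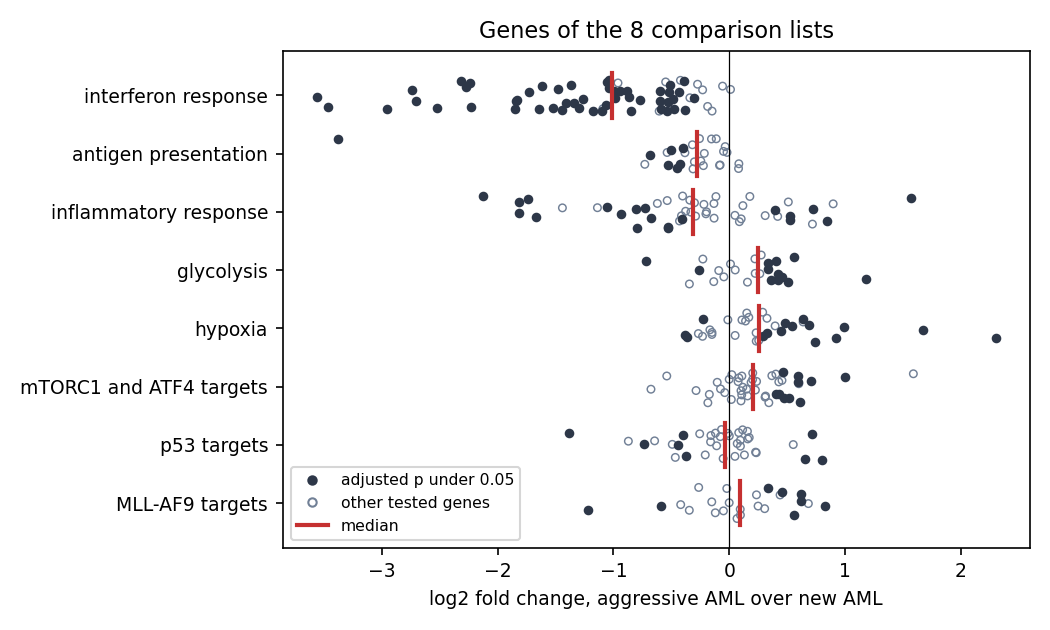
Log2 fold change of each tested gene of the 8 comparison lists, aggressive AML over new AML, with filled points for genes at an adjusted p under 0.05 and a bar at the median. The medians run from -1.01 for the interferon response to 0.26 for hypoxia.

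The study compared the sensitivity of these cells to DS-5272, an inhibitor of the MDM2 and p53 interaction. The list of p53 targets showed no shift as a set, with a median of -0.03 over 36 genes (camera adjusted p = 0.718), and without aggressive AML replicate 1 the sign of its median turned (0.01). Within it 3 genes were called higher and 5 lower, or 3 and 6 when adjusted over the list alone. Pmaip1 rose from 147.4 ± 10.03 to 231.9 ± 36.9 CPM, and Btg2 fell from 18.1 ± 3.31 to 10.8 ± 1.55 CPM. The MLL-AF9 targets had a median of 0.10 over 24 genes (camera adjusted p = 0.202), which became 0.14 with an adjusted p of 0.0374 without aggressive AML replicate 1 and 0.16 without aggressive AML replicate 2. In this list 6 genes were called higher and 2 lower, or 8 and 2 when adjusted over the list alone. Mef2c rose from 318.1 ± 18.3 to 490.4 ± 98.2 CPM, and Hoxa10 fell from 184.5 ± 12.4 to 122.4 ± 5.61 CPM. The exact permutation p of the scores was 0.0571 for p53 targets and 0.343 for MLL-AF9 targets.

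The camera test assumes a small preset correlation between genes. Under fry, which makes no such assumption, 5 of the 6 lists called by camera kept their call, and the mTORC1 and ATF4 targets did not (adjusted p = 0.112). When the correlation was estimated from the data, it was 0.635 for the interferon response list, and hypoxia was the only list of the 8 with a call (adjusted p = 0.044). The exact permutation p-values of the 8 list scores were at least 0.0571 after adjustment, since 4 lists reached the smallest possible p.

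**Figure D4:**
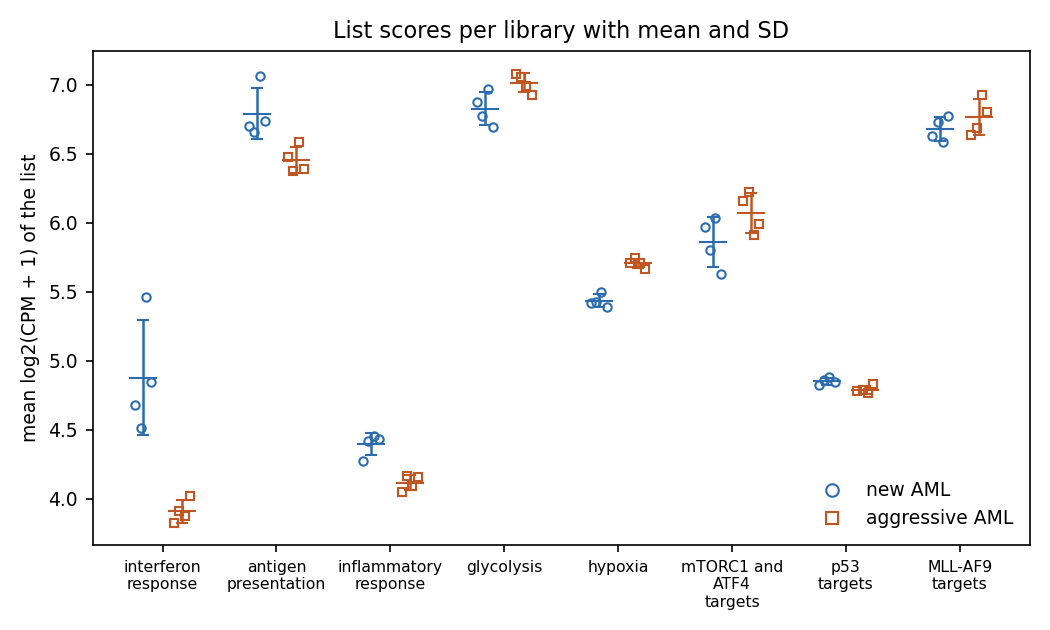
Mean log2(CPM + 1) of the genes of each comparison list in the 8 libraries, with bars for the mean and SD of each group (n = 4). The interferon response scores lie between 4.51 and 5.47 in new AML and between 3.83 and 4.02 in aggressive AML.

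The study examined ligands of NK cell receptors at the surface of earlier MLL-AF9 cells. It also assessed them, with checkpoint molecules, in its other myeloid tumors. Its main text describes no such comparison of new and aggressive AML. In the RNA examined here, ligands of NK cell receptors and checkpoint molecules were not called as a set by camera. Their list scores still did not overlap, at 4.728 or higher in new AML and 4.722 or lower in aggressive AML. Their median log2 fold change was -0.17 over 17 genes (camera adjusted p = 0.345), with 2 genes called higher and 6 lower, or 3 and 8 when adjusted over the list alone. Ulbp1, a ligand of the activating receptor NKG2D, rose from 39.96 ± 4.08 to 58.9 ± 8.49 CPM (adjusted p = 0.00352), and Pvr rose from 28.7 ± 0.505 to 38.6 ± 6.16 CPM (adjusted p = 0.0209). H2-T23 fell from 218.2 ± 24.5 to 153.7 ± 4.71 CPM (adjusted p = 0.000642), Cd48 from 138.6 ± 17.1 to 104.0 ± 2.99 CPM (adjusted p = 0.00512), Clec2d from 43.2 ± 6.51 to 17.4 ± 8.77 CPM (adjusted p = 0.00429) and Vsir from 221.4 ± 24.6 to 158.2 ± 22.3 CPM (adjusted p = 0.00496). Lgals9 and Cd80 were called lower at adjusted p-values of 0.0335 and 0.0495. In the 8 fits that each left out 1 library, Pvr was called in 6, Lgals9 in 3 and Cd80 in 1, and the adjusted p was highest without aggressive AML replicate 2, at 0.0783, 0.111 and 0.114. Cd274, which encodes PD-L1, did not differ (7.33 ± 0.689 against 6.53 ± 2.51 CPM, adjusted p = 0.666), and Cd47, higher in aggressive AML (log2 fold change 0.22), was not called over all genes (adjusted p = 0.0538) but was when adjusted over the list alone (0.0193). Its adjusted p ranged from 0.0278 to 0.137 over the alternatives and was under 0.05 in 1 of the 8 fits that each left out 1 library (0.0416 without aggressive AML replicate 4).

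Marker genes of other blood cells were examined because cells other than the sorted leukemia cells would bring them into the libraries. T cell, B cell, NK cell and megakaryocyte markers were represented by 3, 4, 2 and 2 tested genes of 14, 14, 10 and 9 listed. Their medians were 0.39, -0.03, 0.17 and 0.32, with adjusted camera p-values of 0.439, 0.128, 0.595 and 0.949. Most of the listed markers were not tested, so that these values say little about such cells. In these lists the called genes were Bcl11b (higher), Cd22 (lower) and Nkg7 (higher), and in the megakaryocyte list 0 genes were called, with 2 at an unadjusted p under 0.05. Erythroid markers had a median of -1.02 over 12 genes (adjusted p = 0.00992, 4 called lower), macrophage markers -0.83 over 7 genes (adjusted p = 0.248, 2 called lower) and neutrophil markers -0.93 over 14 genes (adjusted p = 1.24e-08, 8 called lower and 1 higher). The most abundant neutrophil marker, S100a8, fell from 116.5 ± 21.02 to 64.7 ± 14.9 CPM. The proliferation list did not shift (median 0.03 over 26 genes, adjusted p = 0.949, 1 called lower), nor did the immediate early genes (median -0.04 over 19 genes, adjusted p = 0.949, 2 called in each direction). Primary granule genes had a median of -0.00 over 10 genes (adjusted p = 0.224), with 4 called higher. Ribosomal protein genes had a median of 0.23 over 40 genes, with all 40 above 0 and 12 called higher (adjusted p = 1.94e-05).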

Values the study reported

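The study subjected MLL-AF9 cells to 5 rounds of serial transplantation and profiled 4 samples per group from male mice. Its list of changed genes used a threshold of 0.05 on the false discovery rate.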

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

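In every group of 4 libraries, the gap between the highest or lowest library and its neighbour was divided by the range of the group and compared with the critical value of Dixon's test, which chance passes in 1 of 20 groups. Of the 132 groups tested, 12 passed, where 6.6 were expected by chance. These were 9 of 86 groups for single genes (4.3 expected) and 3 of 44 groups for list scores (2.2 expected). The test on immune cell lists in this part was chosen after the result was seen.

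New AML replicate 3 was the highest library of its group in 5 of the 9 single genes that passed. These were Tgtp1 (32.2 CPM against 3.39, 2.14 and 4.12, gap 0.934 of the range), H2-K1 (2157 CPM against 1573, 1561 and 1568, gap 0.979), Tap1 (gap 0.877), Nlrc5 (gap 0.860) and Icam1 (gap 0.830). Each of them is inducible by interferon, and the interferon response score of this library (5.47) was also the highest of the 8. The trend with transcript length and GC content was removed from each library, and 5 of the 5 genes still stood apart, which argues against GC content and gene length bias. Other immune cells mixed in would raise their markers, but it had the highest score of its group in 0 of the 6 lists of T cells, B cells, NK cells, macrophages, neutrophils and megakaryocytes. The lists of T cells, B cells, NK cells and megakaryocytes hold 3, 4, 2 and 2 tested genes and carry little weight. The erythroid cells list was not among these 6, and there new AML replicate 3 was highest (3.69 against 2.57 to 3.63). Erythroid cells mixed in are therefore not argued against. The library belongs to the same group as the other 3, so that the design gives no biological explanation to test. A stronger interferon response of the cells in that mouse may explain the pattern and stays open as a hypothesis.

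New AML replicate 1 stood apart from its group in Ddx3x, where it was lowest (512.3 CPM against 583.5 to 596.5, gap 0.846), and in Kdm5c, where it was highest (216.5 CPM against 197.4 to 199.9, gap 0.870). The library had the strongest trend with GC content of all 8 (rho 0.229 across genes, which are not independent replicates). With the trend removed, 0 of the 2 genes stood apart (gaps of 0.597 and 0.0481), which is consistent with GC content and gene length bias in that library.

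Otogl was highest in new AML replicate 2 (3.69 CPM against 2.01 to 2.16, gap 0.911), and with the same trend removed the gap was 0.775 and no longer past the critical value. Adrbk2 was highest in aggressive AML replicate 3 (gap 0.845), where the values rest on 6 counts against 1, 1 and 0. For these genes no biological explanation was tested.

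Among the list scores, 3 groups passed. The NK cell ligands and checkpoints list was lowest in aggressive AML replicate 1 (4.56 against 4.70 to 4.72, gap 0.867). The T cells list was lowest in aggressive AML replicate 3 (2.63 against 3.26 to 3.32, gap 0.917), but it holds 3 tested genes. The erythroid cells list was lowest in new AML replicate 2 (2.57 against 3.502 to 3.691, gap 0.831). No explanation was tested for these 3 scores.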

How the results depend on the processing

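The settings that were added after the data were seen are the planned limma test on log2(CPM + 1), total counts without TMM, the removal of the length and GC trend, thinning and the exact permutation of list scores. The direction of each of the 16 genes selected by the rule was kept under every alternative that gave a value, and 305 of their 306 values stayed on the same side of the threshold. The exception was Tgtp1 in limma without the mean-variance trend. The ratio of distances stayed between 1.57 and 2.36 under 13 alternatives, always at the smallest p its splits allow, so that this p says nothing about its stability.

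The number of called genes lay between 1809 (limma without the trend) and 3252 (array weights) over the other tests, filters and scalings. DESeq2 called 2538 genes, of which 2266 were shared with the 2296 of the edgeR test, and the planned limma test called 2321, of which 2230 were shared. A minimum absolute log2 fold change of 1 left 600 genes, 258 higher and 342 lower, since it removes genes by construction. Across the 8 fits that each left out 1 library, the number ranged from 1466 (without new AML replicate 2) to 2324 (without aggressive AML replicate 4), with 633 to 1047 higher and 833 to 1283 lower. Of the 1466, 1449 were shared with the 2296. The share of called genes that rose was 44.3%, and it was 51.1% after median-centring and 48.2% after quantile normalization, while the median of all genes moved by at most 0.03 on the log2 scale.

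Sample labels share replicate numbers between groups. The deviations of libraries with the same number had correlations of 0.0967, -0.04, -0.07 and 0.204 across genes, which gives no clear sign of pairing. The rho with GC content fell with the replicate number in both groups. It went from 0.229 to -0.106 in new AML and from 0.0904 to -0.176 in aggressive AML, so that a pairing by number cannot be ruled out. With the replicate block, 2367 genes were called and 2140 were shared, and the block changed no call of the 8 lists.

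The 6 lists called by camera kept their direction under every alternative and their call under each fit that left out 1 library. Their medians ranged from -1.08 to -0.74 (interferon response), -0.33 to -0.15 (antigen presentation), -0.37 to -0.23 (inflammatory response), 0.18 to 0.34 (glycolysis), 0.22 to 0.27 (hypoxia) and 0.16 to 0.25 (mTORC1 and ATF4 targets) in those fits. The antigen presentation median of -0.15 was the one without new AML replicate 3. The p53 targets ranged from -0.077 to 0.011, with the change of sign without aggressive AML replicate 1, and were called in none of these fits. The MLL-AF9 targets ranged from 0.073 to 0.16, and without aggressive AML replicate 1 they were called (median 0.14, adjusted p = 0.0374, range 0.0374 to 0.644 over all alternatives). The cause was not tested.

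The set test mattered more than the scaling. Under fry, the mTORC1 and ATF4 targets (median 0.20) were no longer called. With the correlation estimated from the data, the interferon response (-1.01), antigen presentation (-0.28), inflammatory response (-0.32), glycolysis (0.24) and mTORC1 and ATF4 targets (0.20) were no longer called. The cause was not tested. Under the exact permutation test of mean scores, the differences were -0.97, -0.34, -0.28, 0.19, 0.27 and 0.21 for the interferon response, antigen presentation, inflammatory response, glycolysis, hypoxia, and mTORC1 and ATF4 targets. None of these was past the threshold after adjustment over the 8 lists, where at least 5 lists at the smallest p would be needed.

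Of 901 values for single genes of the sex-linked, MHC class I and NK cell ligand lists, 852 kept their direction and side of the threshold, 23 became weaker, 13 stronger and 13 changed sign. The changes of sign were in genes that were not called, with log2 fold changes from -0.22 (Nlrc5) and -0.17 (Cd274) to -0.0067 (Kdm6a). The Kdm6a log2 fold change (-0.0067) was 0.022 after median-centring, 0.0048 after quantile normalization and 0.012 with the length and GC trend removed. In the fits that each left out 1 library, Kdm6a ranged from -0.063 to 0.036 (0.0059 without new AML replicate 1, 0.022 without aggressive AML replicate 2 and 0.036 without replicate 4), Tap2 from -0.090 to 0.0063 (without new AML replicate 1), Nlrc5 from -0.32 to 0.028 (without new AML replicate 3) and Cd274 from -0.44 to 0.0058 (without aggressive AML replicate 1). Tnfrsf14 ranged from -0.20 to 0.043, with values above 0 without new AML replicate 2 (0.013) and without aggressive AML replicates 1 (0.043), 2 (0.0014) and 3 (0.011). The cause was not tested.

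Depth limits the genes of low expression. At 0.103 to 0.128 CPM per count, a level of 3 counts is the least that can be told from 0, and the 27 called genes with a group at that level have bounds in place of fold changes.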

Other observations

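Most tests in this part were chosen after the pattern was seen. The exceptions are the test on X-linked copies, those on the expression level and the length and GC trend of the zinc finger genes, those on overlapping and related neighbours, and those on the depth and trend of aggressive AML replicate 3.

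Among the 35 splits of the 8 libraries into groups of 4, 1 split, the real one, gave as many called genes. The other 34 splits gave 0 called genes each, with 66 to 2124 genes at an unadjusted p under 0.05. After the trend with GC content and transcript length was removed, 2362 genes were called, 2096 of them shared with the 2296, and with every library thinned to the lowest total, 2286 genes were called, 2182 of them shared. These values argue against GC content, gene length and depth as the source of the difference. A batch that follows the groups cannot be told apart from them.

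The camera p-values of the lists were less specific to the real split. A p as small was given by 4 of the 35 splits for the interferon response, 14 for antigen presentation, 4 for the inflammatory response, 9 for glycolysis, 1 for hypoxia, 15 for mTORC1 and ATF4 targets, 21 for p53 targets and 21 for MLL-AF9 targets, the real split included. Hypoxia was therefore the one list for which the real split stood alone, although the exact permutation tests put the real split first for the interferon response, antigen presentation and inflammatory response as well.

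The fall of the interferon response list was examined for 2 technical explanations. Without new AML replicate 3, the library with the highest score, the median was still -0.74, which argues against that library as the only source. Erythroid cells, macrophages and neutrophils mixed into new AML would bring their abundant transcripts. The 62 interferon response genes lost 1215.9 CPM between the groups and the 33 marker genes of those cells lost 334.8 CPM, a ratio of 3.63. The ratio that such cells would give is not known, so that this value cannot decide. The marker lists had medians of -1.02, -0.83 and -0.93, although the macrophage list was not called, and such a mixture stays open. The most abundant of those markers in each list were Tfrc, Adgre1 and S100a8, at 99.2, 83.1 and 116.5 CPM in new AML, and leukemia cells can express them too. A lower interferon response of the leukemia cells after serial transplantation may explain the pattern. A difference in the mice, such as the irradiation described for new AML recipients, or in the day of collection stays open as well.

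Transcripts of 4 Y-linked genes were at 0 counts in the 4 aggressive AML libraries. Too few reads are argued against by the 2071 counts expected in the library with the fewest. Female cells with an inactive X chromosome would show Xist, which was at 0.415 CPM. Reads of Y genes that were counted under their X-linked copies would raise each copy by the amount lost, but 0 of 4 copies gained within 2 standard errors of that amount. Eif2s3x gained 7.803 CPM against 83.3 lost by Eif2s3y, and Kdm5c and Kdm6a changed by -25.2 and -0.213 CPM. These values argue against such reads for Eif2s3y, Kdm5d and Uty. Ddx3x gained 188.8 CPM against 92.9 lost by Ddx3y, and a gain above the loss does not exclude such reads for Ddx3y. A loss of the Y chromosome, or of its expression, in the cells that outgrew during serial transplantation may explain these values, as may an origin of the aggressive AML cells that differs from that of new AML, and neither was tested. The recipient mice are described as male. Cells of such recipients that express these genes can then make up little of the aggressive AML libraries, since 3 counts allow 0.145% of the new AML level.

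Neutrophil markers fell by a median of -0.93 on the log2 scale (14 genes, 1 of them, Il1r2, also in the inflammatory response list). Ltf fell from 30.99 ± 5.99 to 3.68 ± 1.49 CPM, while Lcn2 (30.9 ± 7.16 to 24.7 ± 9.55 CPM) and Cd177 did not differ. Fewer neutrophils in the aggressive AML samples and a lower expression of these genes by the leukemia cells cannot be told apart, because myeloid leukemia cells can express these genes themselves.

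A run of 24 tested zinc finger genes on chromosome 13 from Zfp712 to Zfp273 (67038594 to 67827000, GRCm38) was lower in aggressive AML, with a median log2 fold change of -0.57, 23 genes below 0 and 9 called lower. Of 1000 random gene orders, 0 had a window of 24 neighbouring genes with a median as low (the lowest was -0.435). With windows of 20 genes, of which the lowest (66007640 to 67526231) holds part of the run and has a median of -0.568, 1 of 1000 random orders was as low (-0.575). A cluster of 8 genes upstream (62015925 to 62785808), which holds further zinc finger genes, had a median of -0.48. Of the 20 tested genes between the clusters, 3 were called lower and 3 higher, and 14 lay above the median of the run by more than 2 standard errors, which argues against the loss of 1 continuous segment, while separate losses were not tested. Of 10000 random draws of 24 from the 272 Zfp genes on other chromosomes (median -0.063), 0 had a median as low, which argues against a fall of zinc finger genes on every chromosome to this extent. The 12 other Zfp genes on chromosome 13 had a median of -0.17, with 10 below 0 and 1 called lower, and the 9 of them outside the upstream cluster had a median of -0.084, with 7 below 0, 0 called and 2 at an unadjusted p under 0.05, so that a smaller fall along the chromosome stays open. Low expression is argued against by random lists matched on mean expression, of which 0 of 10000 had a median as low (the lowest was -0.42), and GC content and length by the median of -0.56 with the trend removed. The median was between -0.57 and -0.49 under the other scalings. The mean log2 CPM of the run was at least 3.12 in each new AML library and at most 3.07 in each aggressive AML library. These genes are related in sequence and can share reads, so that the number of genes involved is uncertain. A shared change in the control of these clusters is a candidate explanation. A sequence difference between the cells of the groups was not tested.

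Called genes that are neighbours on a chromosome changed in the same direction more often than chance gives. Of 523 such pairs 66.2% had the same direction, where shuffled directions gave 50.7% on average (permutation p = 0.0001, the smallest that 10000 shuffles can give). The share was 64.0% in the 475 pairs whose spans do not overlap and 63.1% in the 455 pairs whose symbols differ in their letters, each with p = 0.0001 in the permutation test. Reads shared between overlapping genes and clusters of related genes are therefore unlikely to explain the whole excess. Regional changes of chromatin or of copy number may contribute and were not told apart from shared control of neighbouring genes.

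Among the genes selected by the rule, with a mean of at least 10 CPM, the steepest rises were next to each other on chromosome 13. These were in Gm32639 and 9330111N05Rik. Adgrv1 (81095068 to 81633391), whose span holds Gm32639, rose as well, from 0.0836 ± 0.167 to 4.02 ± 1.95 CPM. A gain of a segment that reaches the flanking genes would raise them by a similar amount, but 0 of the 5 other tested genes within 1 Mb came within 2 standard errors of the rise of 9330111N05Rik (4.89). Of these genes 4 lay below 0, and Polr3g was called higher at 0.54 (adjusted p = 0.0124). A gain confined to the genes that rose, or activation of a transcription unit at that site, may explain the pattern and was not tested.

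Aggressive AML replicate 3 had 424 tested genes in which it stood apart from its group, against 103 to 134 for the other 3 libraries. It also had the lowest total count. Among genes of at least 50 CPM, where counting error is small, it still stood apart in 192, against 42 to 48, which argues against depth. With the trend with length and GC content removed, it stood apart in 442 genes, 252 of them shared with the 424, against 82 to 126 for the other 3 libraries, which argues against that bias. Txnip (251.6 CPM against 77.9 to 121.8), Arrdc4 (24.9 against 5.65 to 8.88) and Arrdc3 (26.95 against 4.78 to 8.79) were high in it and Myc was low (51.6 against 131.1 to 175.6). No biological explanation was tested, since the labels give this library no condition of its own.

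New AML replicate 3, the library with the high interferon score, also had high immediate early genes. Fosb was at 213.0 CPM against 5.13 to 18.9 in the other libraries of its group, Fos at 230.6 against 32.2 to 66.5 and Dusp1 at 74.7 against 14.4 to 17.7. Its total of 9025602 counts lay among those of its group, which argues against depth. A response to the handling of that sample may be involved, and no test of it was possible with these libraries.

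Histone genes were higher in aggressive AML. The highest window of 20 neighbouring genes lay at the Hist1 locus of chromosome 13 (23544052 to 23752840), with a median of 0.64, and 0 of 1000 random gene orders had a window as high. Of 50 tested Hist1 genes 49 lay above 0 and 15 were called higher, with a median of 0.61 (0.50 to 0.63 under the other scalings). The score of these genes overlapped between the groups (1.88 to 2.63 against 2.52 to 2.91). The 10 tested genes of the Hist2, Hist3 and Hist4 clusters had a median of 0.58, with 9 above 0. Their expression was low, with a median of 1.60 CPM in new AML, and 1 of them was called higher. A change at the chromosome 13 locus alone is therefore only weakly argued against. Of the 10 genes of DNA replication in the proliferation list (Mcm2 to Mcm7, Pcna, Rrm1, Rrm2 and Tyms), with log2 fold changes from -0.134 to 0.187, 0 came within 2 standard errors of the lower quartile of the Hist1 genes (0.46), which argues against more cells in S phase as the whole cause. Most histone messages lack a poly-A tail, so that incomplete selection of polyadenylated RNA could raise them. The 51 tested small noncoding RNAs had a median of 0.18, with 31 above 0, and since both signs occur and counts are low, this explanation and a change in histone expression cannot be told apart.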
